# Multi-omics approaches for comprehensive analysis and understanding of the immune response in the miniature pig breed

**DOI:** 10.1371/journal.pone.0263035

**Published:** 2022-05-19

**Authors:** Devender Arora, Jong-Eun Park, Dajeong Lim, In-Cheol Cho, Kyung Soo Kang, Tae-Hun Kim, Woncheoul Park

## Abstract

The porcine immune system has an important role in pre-clinical studies together with understanding the biological response mechanisms before entering into clinical trials. The size distribution of the Korean minipig is an important feature that make this breed ideal for biomedical research and safe practice in post clinical studies. The extremely tiny (ET) minipig serves as an excellent model for various biomedical research studies, but the comparatively frail and vulnerable immune response to the environment over its Large (L) size minipig breed leads to additional after born care. To overcome this pitfall, comparative analysis of the genomic regions under selection in the L type breed could provide a better understanding at the molecular level and lead to the development of an enhanced variety of ET type minipig. In this study, we utilized whole genome sequencing (WGS) to identify traces of artificial selection and integrated them with transcriptome data generated from blood samples to find strongly selected and differentially expressed genes of interest. We identified a total of 35 common genes among which 7 were differentially expressed and showed selective sweep in the L type over the ET type minipig breed. The stabilization of these genes were further confirmed using nucleotide diversity analysis, and these genes could serve as potential biomarkers for the development of a better variety of ET type pig breed.

## Introduction

Pre-clinical trials are the most effective measures taken to reduce the risk of any human calamities from a new treatment, and the animal model has an important role in serving such objectives. The significant information gathered from experimentation with lower mammals ultimately helps in the validation of hypothesis and is the true success of an experiment. The selection of suitable animals for the development of pre-clinical safe trials is a necessary prerequisite that would enable a strong foundation to pursue safe human-related trials [1, 2]. For these pre-clinical trials various animal models have been used, such as rodents, non-rodents, and non-human primates including minipigs which largely are considered the best animal model for the these studies due to various advantages [3–5]. Pigs as an animal model have been proven to have few ethical problems in studying pig organs for transplantation compared to pet animals (like the dogs) or large primates (like chimpanzees, orangutans, or gorillas), and the organ size is also an important advantage of minipigs that make the breed attractive for various biomedical research projects [6, 7]. Moreover, pigs as an experimental animal can be kept in a gnotobiotic/germfree chamber [8]. Such gnotobiotic pigs are an excellent model to examine kidney problems (hemolytic uremic syndrome) that occur after oral infection with enterohemorrhagic Escherichia coli [9, 10]. Furthermore, the immune system of minipigs is more than 80% similar to humans while the similarity of the mouse immune system to human is limited to 10%. Therefore, these advantages have popularized these pigs for feasible use in biomedical research [10, 11]. Minipigs are one of the key breeds anatomically and physiologically similar to humans that are used to understand various mechanisms and to evaluate the efficacy and safety of experimental therapies, drugs, and modalities in healthcare studies [12, 13]. Recent progress in genetic engineering also makes the minipig as ideal candidate to be used as a prospective organ donor for xenotransplantation in humans. There are different breeds of minipigs, e.g., Minnesota, Yucatan, Hanford, Mini-Lewe, and the widely used Göttingen minipigs [14, 15]. Among the different breeds of minipigs, only the Korean miniature-pig breed, Mini-Pig, registered with the United Nations, and Agricultural Food Organization (FAO) as a medical/laboratory species located in South Korea, and it is used for various biomedical research studies like xenografts, efficacy evaluation and biomaterial studies in different regions of the world. The Korean miniature pig varies from ET with an average body weight (18-26kg) to a L size minipig with an average body weight (37–85.6kg) range from birth to full maturation. Among the ET and L-type Minipig, the ET breed has been considered as one of the most suitable animal models, but due to a more prone immune system, the ET breed comes with the pitfall of extensive after birth care compared to the L type breed. Identification of genomic regions which undergo positive selection in one breed is a potent approach to delineate genes that help with adaptation to environmental factors and are responsible for the phenotype diversity.

In the last decade, many genome wide analyses with sound statistical approaches have been conducted to pin down significant results from the driven data [16, 17]. Using the existing WGS knowledge and understanding of molecular architecture, we oversaw the development of a breed with an enhanced trait value [18, 19]. These approaches already helped in the identification of different genomic regions with selection signals, suggesting the contribution of the region in influencing different traits related to phenotypic or genotypic composition [20, 21]. Similarly, with a better understanding of the genetic architecture and using advanced molecular breeding approaches these pitfalls can be overcome and a more stable ET breed can be developed with an L type immunogenicity response.

In the pursuit of identifying potential genes and their roles in different pathways, we performed WGS data analysis to distinguish selective sweep genes in the L-type over the ET type and RNA-seq analysis for their gene expression patterns. Here, we present an unbiased approach by integrating WGS and RNA-seq data and utilizing statistically established methods such as cross-population extended haplotype homozygosity (XP-EHH) [22], Integrated Haplotype Score (iHS) [23] and Z-scores of the pooled heterozygosity (ZHp) [24] statistics were used to detect the selection signatures from the ET and L type breeds followed by a comparative nucleotide diversity analysis on the identified genes of interest performed in the L vs ET type minipigs using vcftools to observe the stability in the region [25].

## Methods

The analysis was implemented to identify selective sweep genes in the minipig pig breed variety using re-sequencing data following the identification of differentially expressed genes by utilizing the RNA-seq data.

### Sampling and data collection

All the experimental procedures were verified and approved by the National Institute of Animal Science (NIAS) approval no: NIAS20181295 and carried out in consent with the ARRIVE guidelines [26, 27]. All the minipigs used in this study were male, and the average birth weight of the ET and L type was (0.18–0.3kg) and (0.5–0.7kg), respectively, and the average body weight at 12/24 months was 18/26kg and 37–85.76kg. The pigs were euthanized with an anesthetic injection given into the ear vein with an overdose of Alfaxan (0.7mg/kg), and blood samples were collected from post-harvested minipigs (N  =  4) [28, 29]. Subsequently, the samples were stored in a sterile container and immediately frozen at −70°C until further analysis. RNA-seq data were generated for the minipigs (N  =  4) with pair-end data after isolation of the blood samples using TRIzol (Invitrogen) and a RNeasy RNA Purification Kit with DNase treatment (Qiagen) following the manufacturers’ instruction manual. One microliter of cleaned total RNA was used to check the RNA quality using BioAnalyzer with an RNA chip (RIN > 7 and 28S:18S ratio > 1.0). The library was constructed with random cDNA fragments and acquired adapter-fragments of the cDNA using the TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. The constructed library was used to perform sequencing on the Illumina novaseq and paired-end reads were generated. and reported earlier [20, 30]. The selective sweep genes were identified from the data derived using WGS analysis or re-sequencing analysis performed by collecting the blood samples from the ET and L type Minipig breed. Similarly, differentially expressed genes were identified using applying the same blood sample for the RNA-seq analysis to obtain their role in the biological process.

### Sequence mapping and SNP calling

The raw reads were aligned with the reference genome of the pig (*Sscrofa11*.*1*) downloaded from the NCBI. SAMTOOLS was further used to clean low-quality map reads in the BAM files with permissive quality cutoffs [flag-sat–bS and–bF 4] [31]. To perform variant calling and snp/indels extraction, we used the Genome Analysis Toolkit 4.0 (GATK) pipeline based on best practices defined by the Broad Institute [32], and the Picard tool was used to filter potential PCR duplicates. Subsequently, the reference BAM file was indexed using SAMtools. Furthermore, the HaplotypeCaller, CombineGVCF and “SelectVariant” argument of GATK were used for the identification of single nucleotide polymorphism (SNPs). VariantFilteration was adopted from GATK to avoid possible false positive with the following parameters: SNPs with mapping quality (MQ) < 40.0, MQRankSum < − 12.5, ReadPosRankSum < − 8.0 and quality depth (unfiltered depth of non-reference samples; low scores are indicative of false positives and artifacts) < 2.0 were filtered [33]. Haplotype phasing and imputation of missing alleles for the entire set of swine populations were performed using BEAGLE version 4.1 [34]. After all the filtering processes, a total of 24,665,965 SNPs were retained and used for further analysis.

To perform differentially expressed gene analysis, the PE reads were first analyzed for the quality assessment using FastQC [35], and low-quality reads were removed using Trimmomatic tools [36] with parameters leading:3, trailing:3, slidingwindow:4:15, headcrop:13, and minlen:36 before proceeding to the sequence alignment. All quality-filtered PE reads were aligned to the *Sscrofa* genome (*Sscrofa11*.*1*) at the University of California Santa Cruz (UCSC) using Hisat2 [37, 38], and reads were counted using FeatureCount [39]. Finally, DESeq2 was used to identify differentially expressed genes [40].

#### Selective sweep gene analysis

To determine a genome wide pattern of positive selection using the whole SNP set identified from the ET and L type breeds, we first phased the SNPs data with a beagle and extracted each chromosome. Afterwards, we divided them into PopA and PopB and applied three statistically established methods, XP-EHH [22], ZHp [24], and iHS [23], to detect the genome wide selective sweep regions. Here, each method based on different approaches such as the XP-EHH assesses haplotype differences between two populations. It is designed to detect alleles that have an increase in frequency to the point of fixation or near fixation in one of the two populations (A and B) being compared, by calculating the extended haplotype homozygosity (EHH) and log-ratio iHH between PopulationA and PopulationB as shown in Eq (1).

$$XP-EHH=\frac{\ln\left(\frac{iHH_{A}}{iHH_{B}}\right)-E[\ln\left(\frac{iHH_{A}}{iHH_{B}}\right)]}{SD[\ln\left(\frac{iHH_{A}}{iHH_{B}}\right)]}$$ (1)

Similarly, the iHS test is a program that identifies selected sweep genes by searching the locus where allele resides on a longer haplotype than the ancestral allele and compares the EHH between the derived and ancestral alleles as shown in Eq (2). This approach makes the method less affected by the demographic history and enabled us to identify incomplete sweeps, where the selected sweep is not fixed in the sample, and then, did a comparison between iHH_A_ and iHH_D_ denoted as ancestral and derived alleles [23].

$$iHS=\frac{\ln\left(\frac{iHH_{A}}{iHH_{D}}\right)-E[\ln\left(\frac{iHH_{A}}{iHH_{D}}\right)]}{SD[\ln\left(\frac{iHH_{A}}{iHH_{D}}\right)]}$$ (2)

To calculate ZHp we first obtained the expected heterozygosity (Hp) score at each position to scan the selection signals. The Hp values of individual SNPs were first calculated according to Eq (3) where ∑nMAJ and ∑nMIN represent the sums of the numbers of the major and minor alleles at each locus. Subsequently, to detect selection signals, the Hp values were then Z-transformed using Eq (4) [24, 41].

$$Hp=2\sum nMAJ\sum nMIN/(\sum nMAJ+\sum nMIN{)}^{2}$$ (3)

$$ZHp=(H_{p}-\mu H_{p})/\sigma H_{p}$$ (4)

The genomic coordinates of the regions with a high XP-EHH, ZHp, and iHS score for the 10k window with a 10k bin size were computed using an in-house python script, and then, it was used as input data to fetch the gene_id information of the respective regions.

#### Gene ontology analysis

Lists of differentially expressed genes with p.adj ≤ 0.05 in the Minipig w.r.t. L vs ET type breed were compiled and submitted to DAVID v6.8 server [42] for functional annotation and enrichment analysis. Subsequently, list of degs visualized using Cytoscape program with string plugin [43, 44]. For each list, enriched Gene Ontology (GO) was performed for the 3 categories: Biological Processes, Molecular functions, and Cellular Compartments analysis. These terms were then clustered semantically using the ReviGO server [45]. Enriched functions throughout the whole transcriptome of the minipig with an elevated GO-term function and clustered lower-level GO-terms were visualized using treemap.

## Results

Blood samples from 4 minipig breeds (L and ET type), respectively, were collected, and we performed re-sequencing, which enabled us to obtain the complete genetic variation and to identify the genes potentially involved in genomic selection. 

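Blood RNA of 4 L-type and 4 ET-type minipigs was sequenced as paired-end total RNA libraries, 1 library per animal. The sample labels give all 8 animals as males of 22 months. The authors trimmed the reads with Trimmomatic, aligned them to Sscrofa11.1 with HISAT2 and counted them per Ensembl gene with featureCounts, and the deposited values are raw counts per gene, and 6851 genes of the file had no count in any library. Total counts were 21573180 to 26665540 per library in L (median 23795124) and 28011784 to 33437996 in ET (median 30270560). HBB, the gene of the beta chain of haemoglobin, was the most abundant gene in each library. The 10 most abundant genes took 8.04% to 17.3% of the counts in the L libraries and 19.3% to 66.3% in the ET libraries, with the highest share in ET 276. Correlations of log2 CPM (counts scaled to library size) were 0.972 to 0.981 between L libraries, at least 0.933 between ET libraries and 0.928 to 0.973 between the types. For the comparison of L with ET, the 12953 genes that passed the expression filter of edgeR were normalized by the trimmed mean of M values (TMM) and tested two-sided with its quasi-likelihood test, with Benjamini-Hochberg adjustment and no covariate. Positive log2 fold changes stand for higher expression in L. To describe groups of genes, 21 gene lists were written from textbook knowledge before the data were examined and tested against all other genes with the camera test. Libraries ET 235, ET 276 and ET 326 were held in 1 sequencing folder and ET 242 in another, and the columns of the L libraries name no folder, so that the sequencing batches of L are not known.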

Subsequently, RNA-seq analysis was performed which enabled us to identify differentially expressed genes.

### Population structure analysis

The principal component analysis (PCA) plot reveals the distribution of the two breeds in a two-dimensional view. The present PCA analysis from the WGS data was performed using the R package SNPRelate with 4 samples from each pig breed, and we obtained a clear separation of the respective breeds. Similarly, a clear separation was observed from the RNA-seq data after batch correction studies (Fig 1A and 1B).

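Red cell genes had some of the largest weights on the first principal component of blood RNA, and the ET library with the most haemoglobin, ET 276, lay farthest out on it. RHCE, a Rh blood group antigen, AHSP, the chaperone of alpha haemoglobin, the carbonic anhydrases CA1 and CA2, and ALAS2, the first enzyme of haem synthesis in red cells, had loadings of 0.0896 to 0.0947 toward ET 276. IL1R2, a decoy receptor for interleukin 1, and DGAT2, an enzyme of triglyceride synthesis, had loadings of −0.0769 and −0.0611 toward the L libraries. These genes were picked from among others, such as REEP1, ASPN and TRMO (0.0923 to 0.0899) and ARMC12, PHF21B and NETO2 (−0.0708 to −0.0698). The largest loadings in both directions belonged to genes without a symbol. Whether red cell genes as a group had larger loadings on the first component was not tested. This component took 39.5% of the variance of the 500 most variable genes, with scores of −22.2 to −4.21 in the 4 L libraries and of −6.79 (ET 242) to 48.1 (ET 276) in the 4 ET libraries (two-sided exact permutation test, p = 0.0571). The second component took 18.2%, and every ET library but ET 276 had a score below all L libraries on it (exact permutation test over the 4 L and 4 ET scores, p = 0.114). Of the total variance of these genes, 27.4% lay between L and ET. This was the largest share among the 35 splits of the 8 libraries into 4 and 4, where the next was 25.0% (exact permutation test, p = 0.0286, the smallest that 35 splits can give). The exact p was 0.0571 without L 355 (a share of 27.2%), without L 377 (26.1%) and without L 385 (25.2%). No batch correction was applied, since the paper's text names neither the batches nor the method.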

**Fig 1:**
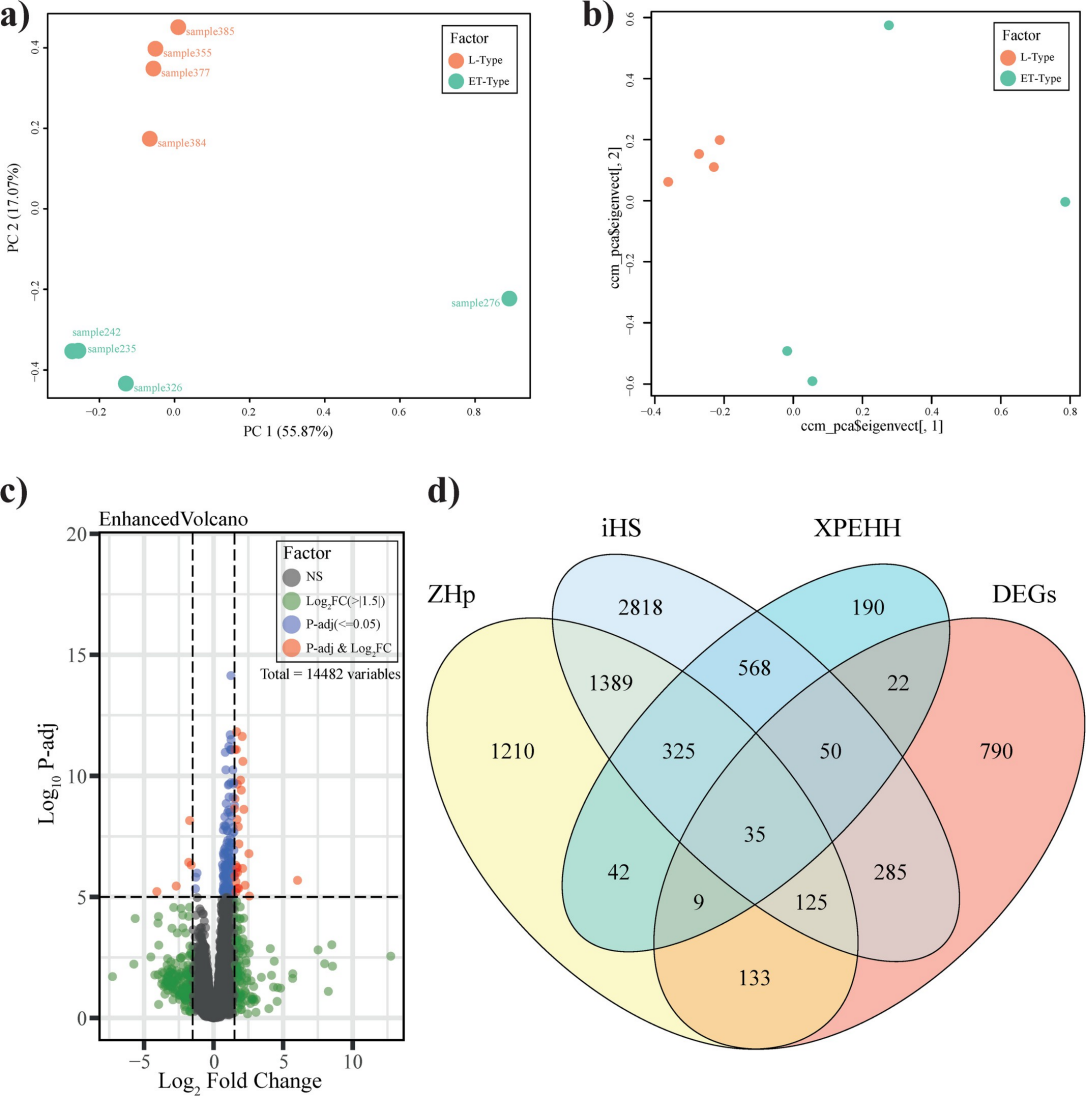
Principal component analysis: (a) & (b) representing the distribution of pig breed variety (L vs ET) in 2-d view. There a clear separation between the breeds can be visualized. (c) Differentially expressed genes visualization was performed using enhanced volcano plot with p.adj ≤ 0.05 and Log2FC ≥±1.5, here NS signifies non-significant genes. (d) Common genes in different condition viz. iHS, ZHp, XP-EHH, and DEGs were visualized using Venny, and 35 common genes were identified.

### Genome wide artificial selection

Based on the high-quality SNPs, three tests were performed for the identification of positively selected genes in different genomic regions of the chromosomes of the L-type minipig breed. We identified positive selective sweep genes in the L-type minipig with p ≤ 0.05 and respective scores of ≥ ±1.5 and obtained 855 genes in XP-EHH, 3650 genes in iHS, and 2949 genes in the ZHp statistical analysis (S1 File).

### Differentially expressed gene analysis and common genes identification

The differential expression analysis was performed in R package DESEq2 after obtaining the gene expression count using featureCounts [39]. A cutoff value of the fold change ≥ ±1.5 and adjusted p-value ≤ 0.05 were selected to obtain differentially expressed genes (DEGs) between the respective breeds. 

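NUP155, a component of the nuclear pore (ENSSSCG00000016845), had 132 ± 37.8 CPM (SD, n = 4) in L and 32.8 ± 9.25 (SD, n = 4) in ET. Its log2 fold change was 2.01 (standard error 0.26), and its adjusted p of 0.0651 was the lowest that the edgeR test gave, tied with CC2D2A, PHF21B and ENSSSCG00000002045. SOD3, the extracellular superoxide dismutase (ENSSSCG00000028814), had 34.7 ± 6.92 CPM (SD, n = 4) in L and 7.81 ± 2.96 in ET, and CC2D2A, a protein at the base of the primary cilium (ENSSSCG00000008738), had 13.6 ± 3.11 in L and 4.85 ± 0.327 in ET. CYB561, a transmembrane cytochrome (ENSSSCG00000017297), had 0.775 ± 0.176 CPM (SD, n = 4) in L and 13.0 ± 9.90 in ET. PHF21B, a gene of the plant homeodomain finger family (ENSSSCG00000000020), had 1.19 ± 0.527 CPM in L and 0.0138 ± 0.0163 in ET. These 5 genes were chosen after their values were seen. At an adjusted p of at most 0.05, edgeR called 0 genes in either direction, while 1077 genes were higher and 1497 lower in L at an unadjusted p under 0.05. DESeq2 called 398 genes higher and 278 lower in L among 13165 genes, and limma voom with sample quality weights called 836 higher and 986 lower. These weights were 3.72 for ET 326, 0.344 to 0.510 for the other ET libraries and 0.860 to 2.17 for the L libraries. The ET values of limma voom therefore lean on ET 326. With a log2 fold change of at least 1.5 in size, DESeq2 called 64 higher and 88 lower, and limma voom 108 higher and 99 lower. With a fold change of 1.5, these were 357 and 257 for DESeq2 and 624 and 568 for limma voom. All 4 L libraries lay above all 4 ET libraries for 719 genes and below them for 824 genes, which is 11.9% of the genes tested against 2.86% by chance. Without the expression filter, edgeR called NUP155, SOD3, CC2D2A and PHF21B higher and ENSSSCG00000002045 lower in L, and without ET 326 it called CYB561 alone (log2 fold change of −4.44, edgeR's adjusted p = 0.00416 against 0.129 with all 8 libraries). The 676 calls of DESeq2 became 185 without L 355, 445 without L 377, 430 without L 384, 156 without L 385, 1880 without ET 242 and 357 without ET 326.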

The overall relationship differentially expressed pattern was further visualized by Volcano Plot (Fig 1C) [46], and to capture the information, representation of the gene interaction role was identified with Cytoscape [43] using the string database plugin [44] and presented as the network (Fig 2D). 

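FRMD4A, a scaffold protein of cell polarity (ENSSSCG00000011056), had 29.5 ± 5.39 CPM (SD, n = 4) in L and 14.2 ± 0.597 (SD, n = 4) in ET, a log2 fold change of 1.05 (standard error 0.16, edgeR's adjusted p = 0.0942). GAB2, an adaptor of cytokine and Fc receptor signaling (ENSSSCG00000014891), had 544 ± 129 CPM in L and 249 ± 116 in ET (log2 fold change of 1.13), and CD44, the receptor for hyaluronan (ENSSSCG00000013297), had a log2 fold change of 1.00. Among genes lower in L, MAPK8, the stress-activated kinase JNK1 (ENSSSCG00000010380), had 11.6 ± 1.08 CPM in L and 18.8 ± 2.90 in ET (log2 fold change of −0.69, edgeR's adjusted p = 0.140), and SRGAP3, a GTPase-activating protein of neuronal migration, had a log2 fold change of −0.99. AMBRA1, which binds beclin 1, had a log2 fold change of 0.84 and ATG13, a part of the ULK1 kinase complex, of 0.62, while a list of 39 autophagy genes had 21 positive and 18 negative values. AMBRA1 (from 15935354 to 16119082) and ATG13 (from 15856859 to 15916122) lie side by side on chromosome 2 of Sscrofa11.1.

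Taken as a group, the genes of the S2 File had 26 values higher and 9 lower in L, and in 23 of the 35 the L and ET libraries did not overlap, against 2.86% of genes by chance, but the genes had been picked on the same libraries. The adjusted p from edgeR ran from 0.0942 to 0.538, so that 0 passed 0.05 over all genes tested, while 29 had an unadjusted p under 0.05, DESeq2 called 19 and limma voom 24. When adjusted over the list alone, 20 were higher and 9 lower in L, which is not independent evidence, because the study chose the list on these samples. The 19 calls of DESeq2 became 4 without L 355, 5 without L 385, 33 without ET 242, 12 without ET 276 and 8 without ET 326.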

Next, common genes were identified among the iHS, XP-EHH, ZHp, and DEGs and the results were limited to 35 genes that were used for further analysis (Fig 1D, and S2 File). 

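HECW1, a ubiquitin ligase of the NEDD4 family (ENSSSCG00000036443), lies on chromosome 18 of Sscrofa11.1 from 51383766 to 51803004. It had 49.0 ± 7.80 CPM (SD, n = 4) in L and 13.5 ± 6.79 (SD, n = 4) in ET, a log2 fold change of 1.86 (standard error 0.33, edgeR's adjusted p = 0.124), and every L library lay above every ET library. HTR4, a serotonin receptor that raises cyclic AMP (ENSSSCG00000014428, chromosome 2 from 149768295 to 149813801), had 2.63 ± 1.79 CPM in L and 0.778 ± 0.313 in ET (log2 fold change of 1.73, standard error 0.52, edgeR's adjusted p = 0.155). The types overlapped for HTR4, as ET 326 (1.22 CPM) lay above L 385 (0.956). AIF1L, an actin-binding protein related to allograft inflammatory factor (ENSSSCG00000034178, chromosome 1 from 271075376 to 271099984), had 1.90 ± 0.942 CPM in L and 0.738 ± 0.661 in ET, and ET 242 (1.44) and ET 276 (1.16) lay among the L libraries. Its log2 fold change was 1.42 (standard error 0.71, edgeR's adjusted p = 0.295), and 2.17 without ET 242 and 2.50 with limma voom, where that of HTR4 was 0.76. Among the ET libraries, limma voom gave ET 326 the largest weight (3.72). HTR4 and AIF1L were near the limit of detection, with raw counts of 25 to 136 and 28 to 81 per L library and of 7 to 37 and 5 to 46 per ET library.

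**Figure D1:**
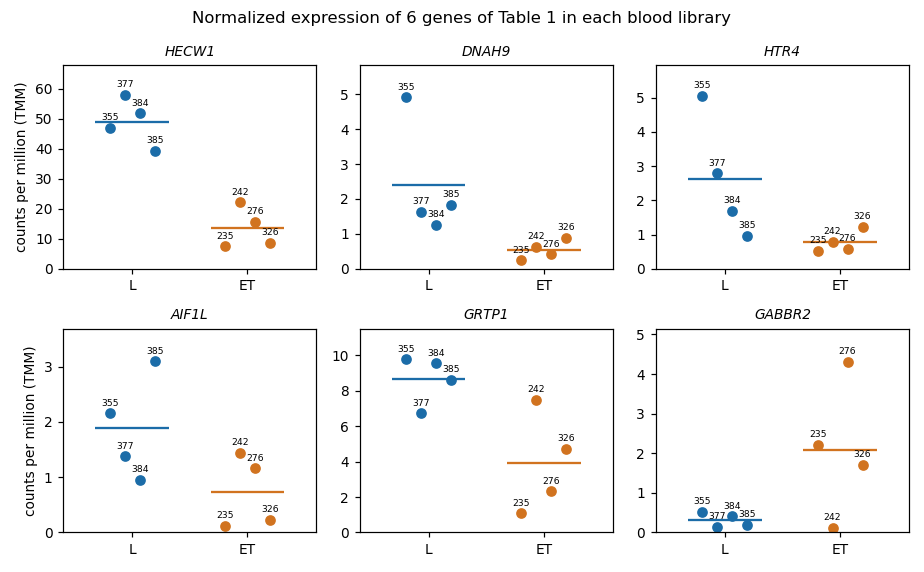
CPM (TMM) of HECW1, DNAH9, HTR4, AIF1L, GRTP1 and GABBR2 in each of the 4 L (blue) and 4 ET (orange) libraries, labelled by animal number, with a line at the mean of each type. HECW1 lies between 39.4 and 57.8 in L and between 7.50 and 22.1 in ET, and ET 242 lies among the L libraries for AIF1L and GRTP1 and below them for GABBR2.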

Amongst them, 7 were identified as differentially expressed and selective sweep genes in the L-type breed (Table 1).

**Fig 2:**
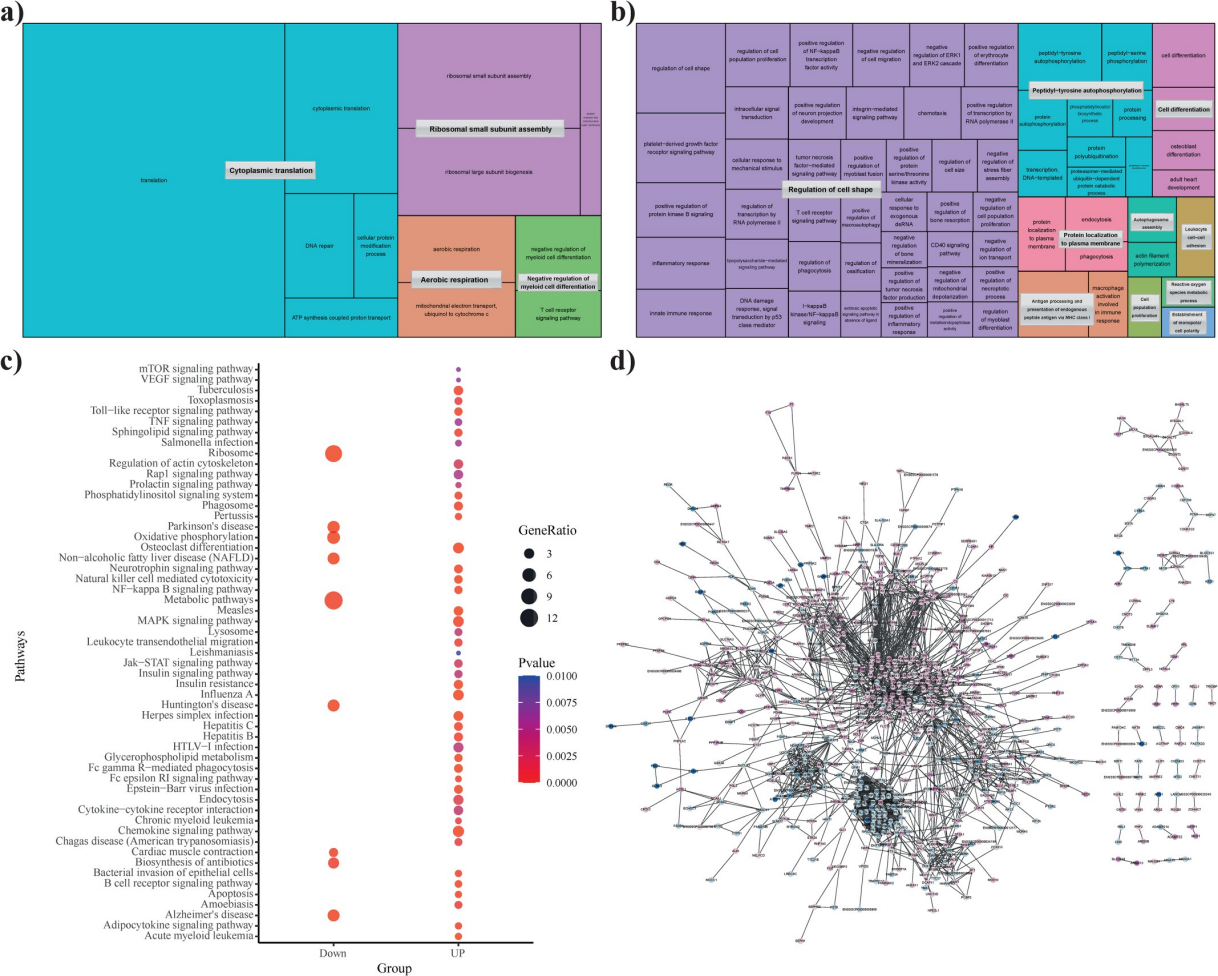
(a and b) Gene ontology study was done to identify the contribution and significance of differentially expressed upregulated and downregulated genes in minipig with p ≤ 0.05. (c) KEGG pathway enrichment analysis after functional annotation with p < 0.01. Enriched pathway in L-type minipig was performed by dot-plot analysis. (d) protein-protein interaction analysis was done to visualize the upregulated and downregulated genes. Here, Blue nodes represent the downregulated genes and purple nodes represent the upregulation of genes.

**Table 1:** Identification of differentially expressed selective sweep genes.

Gene_Id	ENS_id	Chr	XP-EHH	iHS	ZHp	log2FC	FDR
*AIF1L*	ENSSSCG00000034178	1	2.649219181	2.6971365	-2.5781349	1.7994906	0.02328175
*DNAH9*	ENSSSCG00000018015	12	4.629307125	4.1900572	-3.3738688	2.1705897	0.0000756
*GABBR2*	ENSSSCG00000027558	1	3.922787712	5.2696931	-2.5781349	-2.523233	0.01536176
*GRTP1*	ENSSSCG00000009554	11	3.34265521	3.69934	-4.2762313	1.5207297	0.0000014
*HBB*	ENSSSCG00000014725	9	3.111822546	3.0945901	-1.866248	-3.382391	0.02276081
*HECW1*	ENSSSCG00000036443	18	3.32804312	5.2894497	-3.963867	1.9930709	3.87E-10
*HTR4*	ENSSSCG00000014428	2	2.788343178	2.2548874	-3.9885142	1.7281431	0.00707621

#### Gene ontology (GO) and gene regulatory network studies

The information inferred from the existing literature reported a close relationship between human and pig organs [6, 47, 48]. KEGG pathway analysis of the identified commonly selective sweep genes from iHS, XP-EHH, and zHP was undertaken by filtering the data based on the score and a significant p-value ≤ 0.05. The aims were to study the significance of the identified selective sweep genes in pigs and to comprehend the crucial functions shared by these genes in humans to extensively analyze and understand the molecular mechanisms shared by the species. Different genes were observed sharing common pathways such as the regulation of autophagy (ATG16L2, ATG7, and ATG13), Fc epsilon RI signaling pathway (MAP2K4, MAPK8, GAB2, and VAV2), Insulin resistance (MLXIPL, MAPK8, PRKCE, CREB3L1, and PTPRF), Axon guidance (ROBO2, EPHA5, DPYSL5, SRGAP1, and ROBO1), and cAMP signaling pathway (CAMK2B, MAPK8, CREB3L1, HTR4, VAV2, and RAPGEF4) (Table 2, and S1 Fig). Amongst them, the commonly enriched pathways were axon guidance (GO:0007411), synaptic vesicle endocytosis (GO:0048488), microtubule cytoskeleton organization (GO:0000226), negative regulation of cell migration (GO:0030336), protein localization to basolateral plasma membrane (GO:1903361), camera-type eye photoreceptor cell differentiation (GO:0060219), hippocampus development (GO:0021766), and vesicle-mediated transport (GO:0016192) in Biological process. Similarly, cell-cell junction (GO:0005911), synapse (GO:0045202), basolateral plasma membrane (GO:0016323), and axoneme (GO:0005930) were enriched in the cellular component and transferase activity, and transferring glycosyl groups (GO:0016757) was identified in the molecular function (S3 File).

**Table 2:** Comparison of KEGG pathways enriched in Pig and Human for selective sweep genes.

SNO	KEGG Number	KEGG Pathway	Pig Genes	Human Genes
1	ssc04360: hsa04360	Axon guidance	*ROBO2*, *EPHA5*, *DPYSL5*, *SRGAP1*, *ROBO1*	*ROBO2*, *EPHA5*, *DPYSL5*, *SRGAP3*, *SRGAP1*, *NTN1*, *EPHB1*, *ROBO1*
2	ssc04024: hsa04024	cAMP signaling pathway	*CAMK2B*, *MAPK8*, *CREB3L1*, *HTR4*, *VAV2*, *RAPGEF4*	*CAMK2B*, *GABBR2*, *MAPK8*, *GRIN3A*, *CREB3L1*, *HTR4*, *VAV2*, *RAPGEF4*
3	ssc04664: hsa04664	Fc epsilon RI signaling pathway	*MAP2K4*, *MAPK8*, *GAB2*, *VAV2*	*MAP2K4*, *MAPK8*, *GAB2*, *VAV2*
4	ssc04931: hsa04931	Insulin resistance	*MLXIPL*, *MAPK8*, *PRKCE*, *CREB3L1*, *PTPRF*	*MLXIPL*, *MAPK8*, *CREB3L1*, *PRKCE*, *PTPRF*
5	ssc04140: hsa04140	Regulation of autophagy	*ATG16L2*, *ATG7*, *ATG13*	*ATG16L2*, *ATG13*, *ATG7*
6	ssc04012	ErbB signaling pathway	*CAMK2B*, *MAP2K4*, *MAPK8*, *CBLB*	
7	ssc04911	Insulin secretion	*CAMK2B*, *CREB3L1*, *KCNMA1*, *RAPGEF4*	
8	hsa04520	Adherens junction		*GUCY1A2*, *KCNMA1*, *CLCA1*, *ITPR2*
9	hsa04514	Cell adhesion molecules (CAMs)		*CAMK2B*, *MAPK8*, *PRKCE*, *ITPR2*, *IL1RAP*
10	hsa04971	Gastric acid secretion		*PTPRM*, *PTPRJ*, *CTNNA3*, *CTNNA2*, *PTPRF*
11	hsa04724	Glutamatergic synapse		*GALNT14*, *GALNT13*, *GALNT10*
12	hsa04750	Inflammatory mediator regulation of TRP channels		*CNTNAP2*, *CDH2*, *PTPRM*, *CDH15*, *NEO1*, *PTPRF*
13	hsa00512	Mucin type O-Glycan biosynthesis		*CAMK2B*, *KCNK10*, *SLC26A7*, *ITPR2*
14	hsa04924	Renin secretion		*GRIN3A*, *GRM8*, *ITPR2*, *DLGAP1*, *SHANK2*

Similarly, a separate analysis was performed for the enrichment analysis in positively and negatively expressed DEGs in the L-type minipig. 

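Among genes of Toll-like receptor and NF-kappa B signaling, TLR9, a receptor for microbial DNA, had 19.2 ± 3.20 CPM (SD, n = 4) in L and 10.1 ± 1.93 (SD, n = 4) in ET, and RELA, the p65 subunit of NF-kappa B, had a log2 fold change of 0.81 (standard error 0.18, edgeR's adjusted p = 0.140). Of the 43 genes measured in this list, 25 had a positive and 18 a negative log2 fold change, with a median of 0.16 (camera adjusted p = 0.0250 over the 21 lists in limma, adjusted p = 0.478 with an estimated correlation). Among genes of TNF signaling, SOCS3, a feedback inhibitor of cytokine signaling, had 195 ± 93.9 CPM in L and 78.2 ± 9.84 in ET (log2 fold change of 1.32, standard error 0.31, edgeR's adjusted p = 0.144). CEBPB, a transcription factor of the inflammatory response, had a log2 fold change of 1.20, and TNFRSF1A, the main receptor for TNF, of 0.69. The 34 measured genes of this list had a median of 0.29 (camera adjusted p = 0.00309 in limma, adjusted p = 0.310 with an estimated correlation). The edgeR test called 0 genes of either list over all genes tested. At an unadjusted p under 0.05, 10 genes of the first list were higher and 5 lower in L, and 9 and 3 of the second, while DESeq2 called 3 and 0 of the first and 4 and 1 of the second. Adjusted over the list alone, TLR9 and RELA (2 higher, 0 lower) passed in the first list, and in the second SOCS3 and CEBPB were higher and MAPK8 was lower (2 higher, 1 lower). These counts changed with single libraries, to 11 higher and 4 lower in the first list and 10 higher and 3 lower in the second without ET 242, to 0 in both directions without L 385 in both lists, without L 355 or ET 235 in the first and without ET 276 or ET 326 in the second, and to 1 higher without L 377 or L 384 in both lists, without ET 276 in the first and without ET 235 in the second. The call of the first list was lost without L 355 (median 0.066), without ET 235 (median 0.17), with limma voom (0.10) and with 1 surrogate variable (0.086), and its median was 0.26 without L 377. The median of the second list was 0.16 without L 355, and over the list alone 0 genes of either list passed with 1 surrogate variable, against 7 higher and 7 lower of the first and 9 higher and 2 lower of the second with limma voom, and 5 higher of the first and 8 higher and 1 lower of the second with DESeq2. Marker genes of neutrophils and of monocytes also had positive medians (0.49 and 0.29).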

We observed signaling pathways such as the TNF signaling pathway, NF−kappa B signaling pathway, Rap1 signaling pathway, Neurotrophin signaling pathway, Cytokine−cytokine receptor interaction, and Toll−like receptor signaling pathway. Among them, the major pathways were enriched in the upregulated condition (Fig 2C). Likewise, the functional annotations of genes were tagged into three groups: molecular function, cellular component, and biological process. 

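Of 49 cytokine and chemokine receptors measured, 32 had a positive and 17 a negative log2 fold change. IL4R, the receptor for interleukin 4, had 462 ± 97.1 CPM (SD, n = 4) in L and 197 ± 44.7 (SD, n = 4) in ET. Its log2 fold change was 1.23 (standard error 0.24, edgeR's adjusted p = 0.135). CSF3R, the receptor for the granulocyte growth factor G-CSF, had 4006 ± 1060 CPM in L and 1621 ± 660.0 in ET, and IL2RG, the shared chain of several interleukin receptors, had a log2 fold change of 0.73. CX3CR1, the fractalkine receptor of monocytes and cytotoxic lymphocytes, had a log2 fold change of −1.47 (edgeR's adjusted p = 0.179), and of −0.85 without ET 276. Over all alternative settings its values ran from −1.79 to −0.13. The median of the list was 0.30 (camera adjusted p = 9.42e-05 in limma, adjusted p = 0.310 with an estimated correlation). Over all genes tested, edgeR called 0 of them, at an unadjusted p under 0.05 16 were higher and 2 lower, and DESeq2 called 8 higher and 0 lower. With p adjusted over the list alone, 6 were higher and 0 lower in L, which became 13 higher and 2 lower without ET 242, 2 higher without L 377, L 384 or ET 326, 1 without ET 235 and 0 without L 355, L 385 or ET 276 and with 1 surrogate variable, and 16 higher and 3 lower with limma voom and 16 higher and 1 lower with DESeq2. Neutrophil marker genes, with a median of 0.49, and monocyte marker genes, with 0.29, were on the same side.

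In the pathways of the paper's Fig 2C, the S4 File names 15 genes under NF-kappa B signaling, 17 under Neurotrophin signaling, 20 under Rap1 signaling and 13 under TNF signaling. All had positive log2 fold changes here, with medians of 0.60, 0.62, 0.63 and 0.65, and 12, 12, 16 and 11 of them had an unadjusted p under 0.05 in edgeR, which called 0 over all genes. DESeq2 called 3, 4, 6 and 2 of them, and limma voom 7, 6, 9 and 4. The study picked these genes as higher on the same samples, so their direction is not independent evidence.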

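Of 39 interferon-stimulated genes, the antiviral arm of innate immunity, 33 had a positive and 6 a negative log2 fold change, and ET 276 lay with the L libraries. IRF9, which binds DNA for the interferon-activated STAT complex, had 9.33 ± 1.90 CPM (SD, n = 4) in L and 3.46 ± 1.14 (SD, n = 4) in ET (log2 fold change of 1.43, standard error 0.27, edgeR's adjusted p = 0.129). OAS2, an enzyme that senses double-stranded RNA, had 4895 ± 2821 CPM in L and 1278 ± 667 in ET, and ADAR, an RNA-editing enzyme, had a log2 fold change of 1.25. Their median log2 fold change was 0.69 (camera adjusted p = 3.57e-09 in limma, adjusted p = 0.478 with an estimated correlation), but 12 of the 35 splits of the libraries into 4 and 4 gave a median as large, so that chance cannot be excluded. Adjusted over the list alone, 4 were higher and 0 lower in L, which became 35 higher without ET 276, 2 without L 355, L 377 or L 385, 1 without ET 235 or ET 242 and 0 without ET 326, and 9 with DESeq2, 32 with limma voom and 33 with 1 surrogate variable. The median was 0.36 without L 355, 0.46 without ET 235, 1.51 without ET 276, 1.26 with limma voom and 1.78 with 1 surrogate variable.

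Genes of phagocytosis and the NADPH oxidase had a median log2 fold change of 0.36 over 40 genes (camera adjusted p = 1.11e-06 in limma, adjusted p = 0.478 with an estimated correlation). Of the 35 splits of the libraries, 2 gave a median as large, so that chance cannot be excluded. L 355 had a mean of 8.21 log2 CPM over these genes, against 7.90 to 7.94 in the other L libraries. SYK, a kinase downstream of Fc receptors, had 249.7 ± 30.1 CPM (SD, n = 4) in L and 149.5 ± 19.0 in ET, and RAC2, a GTPase of the oxidase, had a log2 fold change of 0.67. In this list 6 were higher and 0 lower when adjusted over the list alone, with 14 higher without ET 242 and 0 without any other single library, and with 1 surrogate variable the count was 0 and the median 0.23, while DESeq2 and limma voom each gave 13. Marker genes of neutrophils (median 0.49) and monocytes (0.29) lay on the same side. Of 15 genes of MHC class I presentation, TAPBP, which loads peptides in the endoplasmic reticulum, had 279 ± 23.2 CPM in L and 173 ± 23.4 in ET. The peptide transporters TAP1 and TAP2 had log2 fold changes of 0.61 and 0.57, while the median of the list was 0.13 (camera adjusted p = 0.0916 in limma, adjusted p = 0.479 with an estimated correlation) and was −0.021 without ET 326, 0.021 without ET 235 and 0.066 without L 355. TAPBP alone was higher when adjusted over the list alone, with 4 genes higher without ET 276, where the list passed the test with a median of 0.21, and 0 without any other single library, and 4 with DESeq2 or limma voom and 2 with 1 surrogate variable. The MHC class I list also passed with limma voom (median 0.31) and with 1 surrogate variable (median 0.30). Over all genes tested, edgeR called 0 genes of the interferon, phagocytosis and MHC class I lists. At an unadjusted p under 0.05, 9, 14 and 4 of them were higher and 0 lower, and DESeq2 called 5, 8 and 2 higher.

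The S4 File places 16 genes under regulation of cell shape, 7 under the platelet-derived growth factor receptor pathway, 9 under protein kinase B, 4 under MHC class I peptides and 19 under innate immunity. All had positive log2 fold changes, with medians of 0.61, 0.71, 0.62, 0.64 and 0.71. At an unadjusted p under 0.05 in edgeR there were 10, 7, 5, 4 and 14, and DESeq2 called 4, 3, 2, 2 and 7, but the genes were picked as higher on these samples and are not independent evidence.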

The most significant GO terms in the upregulated condition were as follows: regulation of cell shape (GO:0009360), platelet-derived growth factor receptor signaling pathway (GO:0048008), positive regulation of protein kinase B signaling (GO:0051897), antigen processing and presentation of endogenous peptide antigen via MHC class I (GO:0019885), and innate immune response (GO:0045087). 

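Most messenger RNAs of ribosomal proteins had lower values in L blood than in ET blood. RPS29, a protein of the small ribosomal subunit, had 125 ± 29.8 CPM (SD, n = 4) in L and 313 ± 65.7 (SD, n = 4) in ET, a log2 fold change of −1.32 (standard error 0.23, edgeR's adjusted p = 0.124). RPL38 of the large subunit had a log2 fold change of −1.28 and RPS16 of −0.96, while FAU, which encodes a ubiquitin-like protein fused to RPS30, had one of 0.55. Of the 43 ribosomal protein genes measured, 41 had a negative log2 fold change, and the median was −0.77 (camera adjusted p = 5.19e-21 in limma, adjusted p = 0.478 with an estimated correlation). There were 37 lower and 1 higher in L when adjusted over the list alone, against 1 lower and 0 higher with 1 surrogate variable (median −0.59). Red cell genes lay on the same side, with a median of −2.50 over 32 genes. The edgeR test called 0 over all genes tested, 38 were lower and 1 higher at an unadjusted p under 0.05, and DESeq2 called 31 lower and 1 higher.

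Nuclear genes of oxidative phosphorylation had a median log2 fold change of −0.54 over 56 genes (camera adjusted p = 1.60e-13 in limma, adjusted p = 0.478 with an estimated correlation). COX7B, a subunit of cytochrome c oxidase, had 27.0 ± 5.48 CPM (SD, n = 4) in L and 135 ± 145 in ET, where ET 276 had 352 and the others 49.8 to 76.2, and its log2 fold change of −2.31 was −1.18 without ET 276. COX7A2 of the same complex had a log2 fold change of −0.92. Adjusted over the list alone, 28 were lower and 0 higher in L, against 0 lower without L 355, L 384 or L 385 and with 1 surrogate variable and 2 lower without ET 276. Over all genes edgeR called 0 of them, with 35 lower at an unadjusted p under 0.05 and 8 lower in DESeq2. The red cell genes lay on the side of this list too.

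In the S4 File, cytoplasmic translation holds 7 genes with a median log2 fold change of −0.77 here and ribosomal small subunit assembly 6 with −0.74. All 7 and all 6 of them had an unadjusted p under 0.05 in edgeR, but the study chose these genes on the same samples, so that they are not independent evidence.

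**Figure D2:**
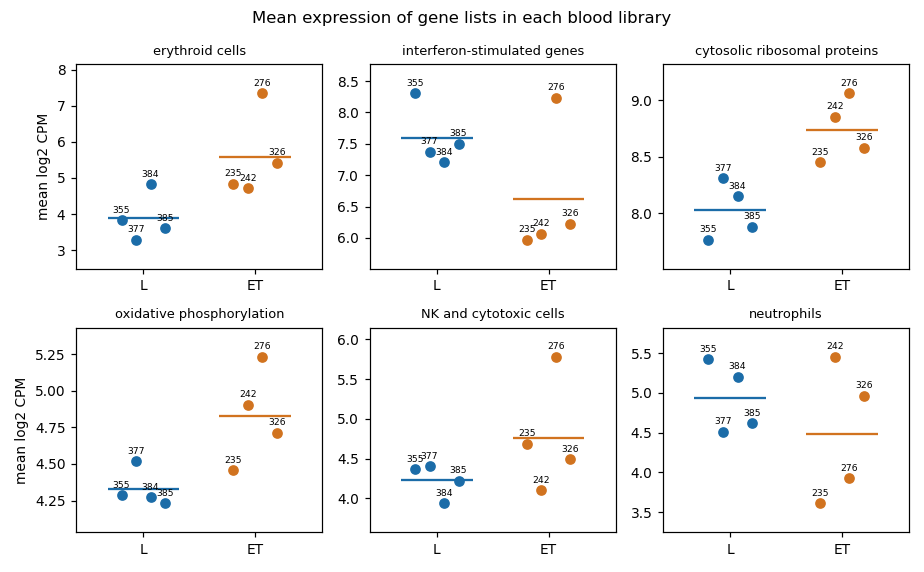
Mean log2 CPM of the erythroid, interferon-stimulated, ribosomal protein, oxidative phosphorylation, natural killer and cytotoxic, and neutrophil lists in each of the 4 L (blue) and 4 ET (orange) libraries, labelled by animal number, with a line at the mean of each type. Ribosomal protein genes lie between 7.77 and 8.31 in L and between 8.45 and 9.06 in ET, and ET 276 has the highest erythroid mean (7.35).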

The significant GO terms in the downregulation were translation (GO:0006412), cytoplasmic translation (GO:0002181), ribosomal small subunit assembly (GO:0000028) etc. Fig 2A and 2B show the biological processes. Likewise, extracellular exosome (GO:0070062), cytosol (GO:0005829), and cytoplasm (GO:0005737) were among the enriched terms in cellular component and GTPase activator activity (GO:0005096), non-membrane spanning protein tyrosine kinase activity (GO:0004715), and zinc ion binding (GO:0008270) were among the enriched terms in Molecular function (S2 Fig and S4 File).

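Genes that the S4 File places under GTPase activator activity, proteins that switch off small GTPases, had a median log2 fold change of 0.60 over 17 genes. The 8 non-membrane spanning tyrosine kinases, which relay signals from immune receptors, had a median of 0.57, and the 20 zinc ion binding genes that could be read, of 56, had a median of 0.71. For extracellular exosome (20 of 114 genes could be read), cytosol (20 of 61) and cytoplasm (20 of 141), the medians were 0.67, 0.53 and 0.66. Every one of these genes had a positive log2 fold change, and 13, 5 and 14 in the first 3 terms and 13, 14 and 14 in the last 3 had an unadjusted p under 0.05 in edgeR, which called 0 over all genes tested. DESeq2 called 2, 3 and 6 genes of the molecular functions and 3, 7 and 5 of the cellular components, and limma voom 9, 4 and 9 and 9, 11 and 7. The lists come from genes picked as higher on these samples and are not independent evidence of direction. Among the terms for genes lower in L, the S4 File also holds extracellular exosome (67 genes) and cytosol (29 genes). The 20 genes of each that could be read all had negative log2 fold changes, with medians of −0.73 and −0.72.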

## Discussion

A robust immune response to outside challenges could help in the survival of a biological entity, and the blood is an important component that has a key role in the development of the immune system. Blood circulates throughout the tissues, recognizes foreign bodies and subsequently acts through the T and B-cells [49–51]. The L type pig breed has been reported to have a better immune system over the ET type minipig breed, and hence, the emphasis was given to overcome this issue by development of a better ET type pig breed which can be used in various biomedical studies. Genomic selection methods have been successfully beneficial in various studies to understand the molecular mechanism involved in trait specific features and phenotypic characteristics [33]. These selection methods are based on a strong statistical foundation to predict an accurate gene selection and are widely used to improve the trait characteristics by understanding the mechanisms involved in adapting to the situation according to environmental changes and other factors for better survival [52–54]. Although, these methods have enabled us to identify genes of interest from huge data in the form of positive selective sweep, a differentially expressed gene could help us in identifying potential markers and therefore have an imperative role in the development of better breed to prevail over the existing problems. Henceforth, we integrated the results obtained from the WGS with the RNA-seq data to identify potential genes involved in the development of the L type pig breed over the ET type.

The sweep genes among the L vs ET minipig variety exhibiting a positive signature were identified using XP-EHH and iHS and ZHp statistical test. The identified common genes expressed in the blood samples were limited to a total number of genes to 35. Among them, there were 7 (AIF1L, DNAH9, GABBR2, GRTP1, HBB, HECW1, and HTR4) differentially expressed (upregulated and downregulated) genes with log2FC ≥ ±1.5 and p.adj ≤ 0.05 in the L type minipig. Among them,, the identified key genes HECT, C2 and WW Domain Containing E3 Ubiquitin Protein Ligase 1 (HECW1) also known as NEDD4-like ubiquitin protein ligase 1 (NEDL1) protein-coding gene identified as a positively selected gene with GO annotations related to this gene include a ubiquitin-protein ligase activity. They regulate the bone morphogenetic protein signaling pathway during embryonic development and bone remodeling [55, 56]. 

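With edgeR, HECW1, DNAH9, HTR4, GABBR2 and HBB had log2 fold changes over 1.5 in size, AIF1L and GRTP1 had smaller ones, and 0 of the 7 had an adjusted p of at most 0.05, although AIF1L was the only one with an unadjusted p above 0.05. DESeq2 called HECW1 (adjusted p = 2.93e-05), DNAH9 (0.00727), GABBR2 (0.0212), HTR4 (0.0251) and HBB (0.0393), and gave AIF1L an adjusted p of 0.216 and GRTP1 of 0.132. Limma voom with sample quality weights called HECW1 (adjusted p = 0.00409), HBB (0.0220), AIF1L (0.0313) and GRTP1 (0.0485). HECW1 was called by DESeq2 whichever 1 of the 8 libraries was left out. The 5 calls of DESeq2 became 7 without ET 242, 3 without L 385 or ET 326 and 2 without L 355, L 377 or ET 276. From the overlap of these genes with its tests of selection, the paper concludes that they were differentially expressed and positively selected in the L type. It also takes its analysis of nucleotide diversity as strong evidence that the genes are stable.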

From a complex protein-protein interaction network, it has been identified as actively involved with the *transforming growth factor-beta* (TGFB) signaling pathway and directly interacts with SMAD family proteins responsible for regulating cell development and growth [57]. These SMAD family proteins have been strongly correlated with the immune response. that the SMAD pathway regulates the production of IgA by B cells, maintains the protective mucosal barrier, and promotes the balanced differentiation of CD4+ T cells into inflammatory T helper type and suppressive FOXP3+ T regulatory cells [58–60].

The identified selective sweep gene AIF1L has been identified as an important molecule that has an essential role in cell survival and is actively involved in proinflammatory activities of immune cells such as monocytes/macrophages and activated T lymphocytes [61, 62]. Besides this, DNAH9 gene also identified as a selectively sweep and a positively expressed differentially expressed gene is known to have a crucial role in the cytoplasmic movement of organelles, also known as cytoplasmic dyneins and the bending of cilia and flagella with the help of molecular motor axonemal dyneins [63]. These motors also enable the response to a broad array of signals including phosphorylation, Ca2+, redox changes, and mechanical activation [64, 65]. It is also reported that the respiratory tract is lined with cilia which keep inhaled dust, smog, and potentially harmful microorganisms from entering the lungs and overexpression of such key genes could help in the survival of eukaryotes at the cellular level by ejecting dust and foreign bodies entering the cells [66]; additionally, it creates the water currents necessary for respiration and circulation in sponges and coelenterates as well. 

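DNAH9, a heavy chain of the dynein motor of cilia (ENSSSCG00000018015), lies on chromosome 12 of Sscrofa11.1 from 56045079 to 56366327. It had 2.41 ± 1.68 CPM (SD, n = 4) in L and 0.543 ± 0.280 (SD, n = 4) in ET, a log2 fold change of 2.13 (standard error 0.55, edgeR's adjusted p = 0.149). Every L library lay above every ET library, with L 355 at 4.90 and the other L libraries at 1.26 to 1.84, and the log2 fold change was 1.28 with limma voom. The values rest on raw counts of 37 to 132 per L library and 5 to 27 per ET library.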

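GRTP1, a growth hormone-regulated protein with a TBC domain (ENSSSCG00000009554), lies on chromosome 11 of Sscrofa11.1 from 78618720 to 78637502. It had 8.66 ± 1.39 CPM (SD, n = 4) in the L libraries and 3.90 ± 2.82 (SD, n = 4) in the ET libraries. Its log2 fold change was 1.14 (standard error 0.48, edgeR's adjusted p = 0.227), and 0.65 with 1 surrogate variable. ET 242 had 7.48 CPM and lay among the L libraries, and the other ET libraries had 1.08 to 4.71.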

Whereas, GRTP1 also known as Growth hormone-regulated TBC protein 1, is an upregulated gene in the L type found to be involved in a growth related function [67].

Moreover, the identified HTR4 (5-Hydroxytryptamine Receptor 4), a positively selected gene found on chromosome 2, is a Protein Coding gene that is a member of the family of serotonin receptors, which are G protein coupled receptors that stimulate cAMP production in response to serotonin. Serotonin stimulates monocytes and lymphocytes, which influence the secretion of cytokines and is also reported for utilizing functions in the innate and adaptive immunity [68, 69].

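Transcripts of HBB (ENSSSCG00000014725, chromosome 9 from 4800683 to 4801941) took 4.30% ± 3.75 (SD, n = 4) of all counts in L blood and 25.0% ± 14.2 (SD, n = 4) in ET blood. The share was 2.75% in L 355, 2.10% in L 377, 9.91% in L 384 and 2.45% in L 385, against 18.6% in ET 235, 12.7% in ET 242, 45.3% in ET 276 and 23.4% in ET 326. Every ET library lay above every L library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 can give). The mean share was 5.81 times as high in ET, and 10.3 times as high without L 384, where the L mean was 2.43% ± 0.328 (SD). In ET it was 18.3% ± 5.33 (SD) without ET 276. The 95% Wilson intervals, which cover counting error only, were 2.75% to 2.76% in L 355 and 18.6% to 18.6% in ET 235, so that depth does not limit this difference. After TMM normalization, HBB had a log2 fold change of −3.35 (standard error 0.99, edgeR's adjusted p = 0.154), of −2.11 without ET 276 and of −1.61 with 1 surrogate variable. HBM, a minor alpha-like globin, had one of −3.37 and AHSP, which stabilizes free alpha haemoglobin, one of −3.96 (edgeR's adjusted p = 0.140 for both).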

HBB, a selective sweep gene identified as three-fold down regulated in the L-type mini breed located on chromosome 9 on the *Sscrofa11*.*1* genome assembly is a Hemoglobin Subunit Beta protein coding gene. It is directly involved with the innate immune system and associated with important pathways in biological processes such as oxygen transport, receptor-mediated endocytosis, blood coagulation, etc. [70, 71]. Among the identified key genes, GABBR2 is one of the GPCR family proteins via γ-aminobutyric acid signaling pathway reported to have a key role in neurodevelopment phenotypes [72]. 

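GABBR2, a subunit of the receptor for γ-aminobutyric acid (ENSSSCG00000027558), lies on chromosome 1 of Sscrofa11.1 from 240107469 to 240495917. It had 0.316 ± 0.178 CPM (SD, n = 4) in L and 2.09 ± 1.73 (SD, n = 4) in ET, a log2 fold change of −2.66 (standard error 0.83, edgeR's adjusted p = 0.162), and of −0.90 with 1 surrogate variable. ET 242 had 0.125 CPM, below every L library, and the other ET libraries had 1.71 to 4.31. The raw counts were 4 to 14 per L library and 4 to 92 per ET library, close to the limit of detection.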

The characterization of this gene at the molecular level could help us to better understand how its downregulation helps the development of the L type minipig breed. Gene annotation studies also revealed a close association and active involvement of these genes in the various biological processes important in the immune system and in the development of cells at various stages (Fig 2A–2C). These identified genes were further mapped to their genomic positions using the Manhattan plot (Fig 3A and 3B). Afterwards, the identified genes were further analyzed for nucleotide diversity which also presented strong evidence of the stabilization effect in these genes in terms of selection (Fig 3C). In conclusion, we have identified 35 key genes among which 7 were differentially expressed and positively selected in the L-type Korean minipig. Nucleotide diversity analysis showed strong evidence for the stability of identified genes, and the gene ontology analysis revealed an association with the immune response associated pathways, regulation of autophagy, signaling pathways, etc. A comparative analysis with human states shows the importance of the minipig as a suitable animal model for various research. A comparative analysis was done to understand the similarity between the pathway association with humans as a reference source. The results clearly present evidence of a close association of different pathways at the molecular level and a strong association between them. The identified genes could be used as potential markers in molecular breeding processes and could enhance the immune response in the relative ET type minipig breed.

**Fig 3:**
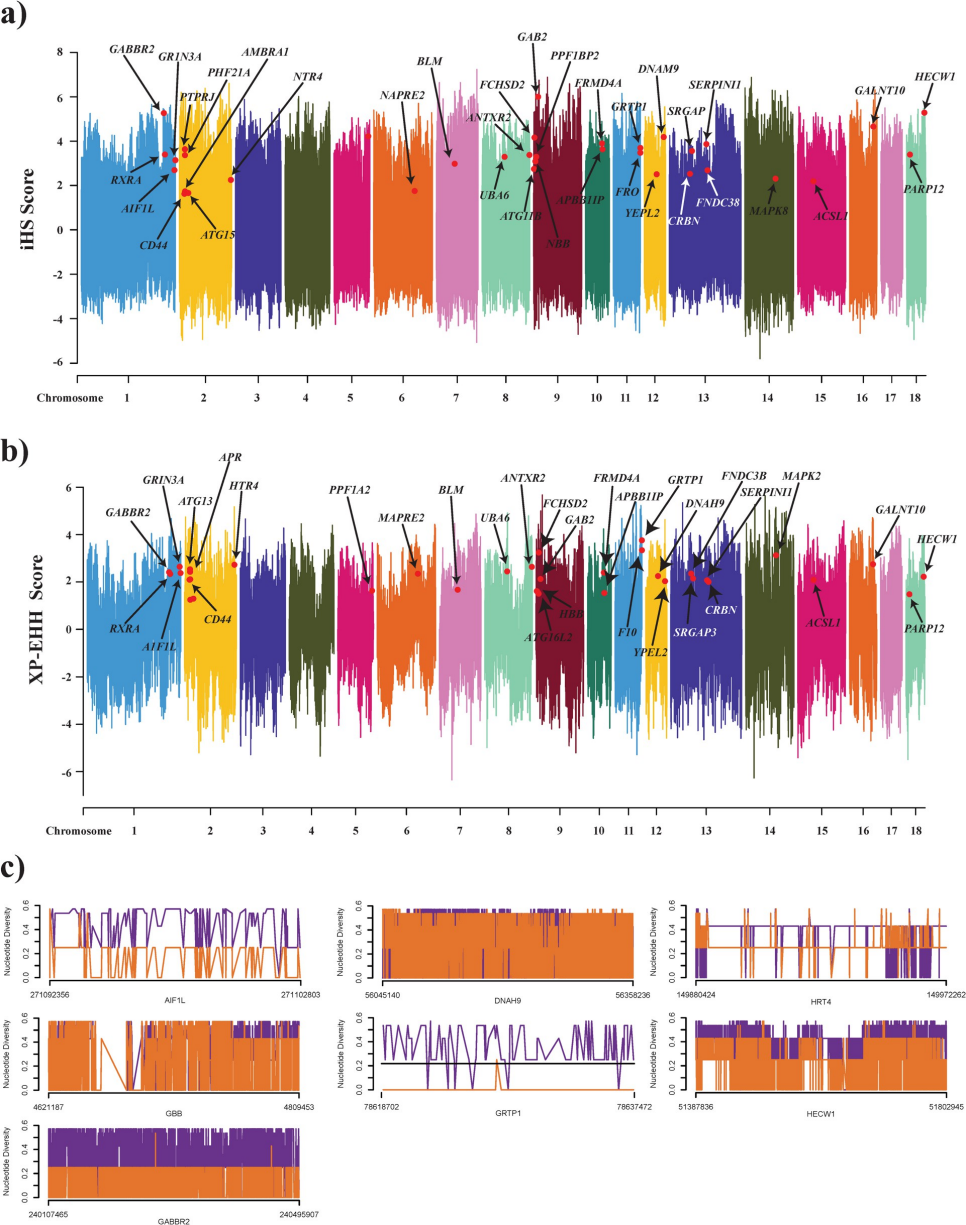
(a) Manhattan plot was generated to map the coordinates of identified genes on respective location of the chromosomes in iHS and XP-EHH. (b) These identified genes were further analyzed for nucleotide distribution comparison analysis in LvsET minipig and understanding the stability and gene level.

## Supporting information

S1 File Different tabs provided the statistical analysis result from iHS, XP-EHH, and ZGp score with differentially expressed genes with p.adj ≤ 0.05. (XLSX) Click here for additional data file.

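NUP155 of the nuclear pore had the lowest adjusted p from DESeq2 on the deposited counts (5.97e-09), followed by SOD3, which removes superoxide outside cells, and ALDOA, an enzyme of glycolysis (adjusted p = 3.08e-08 from DESeq2 for both), all higher in L. The sheet of differentially expressed genes holds 676 genes with a DESeq2 log2 fold change and adjusted p for each, of which 83 could be read here. For each of these 83, DESeq2 gave a log2 fold change and an adjusted p within 0.001 of the sheet's. In edgeR all 83 had an unadjusted p under 0.05, and 0 had an adjusted p of at most 0.05.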

S2 File Common genes identified using statistical test integrated with DEGs. (XLSX) Click here for additional data file.

S3 File Gene ontology analysis of selective sweep genes consist of (BP, CC, and MF) with background pig and human. (XLSX) Click here for additional data file.

S4 File Gene ontology analysis of DEGs consist of (BP, CC, MF, and KEGG) with from upregulated and downregulated genes in L-type minipig. (XLSX) Click here for additional data file.

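Among the terms for genes lower in L, the hemoglobin complex holds 3 genes of oxygen transport, whose median log2 fold change was −3.37. Cytochrome-c oxidase activity, the last step of the respiratory chain, holds 5 genes with a median of −0.92. The cytosolic large and small ribosomal subunits hold 20 and 17 genes with medians of −0.74 and −0.78. Each term of this file is a list of gene identifiers that the authors obtained from DAVID for genes higher or lower in L, and at most 20 identifiers per term could be read. All genes of these 4 terms had negative log2 fold changes, and all had an unadjusted p under 0.05 in edgeR, which called 0 of them over all genes tested. DESeq2 called 2, 3, 12 and 13 of them, and as the study picked them on these samples, they are not independent evidence.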

S1 Fig Comparative KEGG pathway analysis of selective sweep genes with background pig and human to identify the commonly associated pathways using dot plot analysis. (TIF) Click here for additional data file.

S2 Fig Gene ontology analysis viz cellular component and molecular function terms associated with upregulated and downregulated genes in L-type minipig was performed using REVIGO. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

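Blood RNA of 4 L-type and 4 ET-type Korean minipigs was analysed from 1 table of read counts per gene, with 1 column per animal. According to the paper and the sample labels, RNA was isolated with TRIzol and RNeasy and libraries were made with a stranded total RNA kit and sequenced from both ends. The authors trimmed the reads with Trimmomatic, aligned them to Sscrofa11.1 from UCSC with HISAT2 and counted them per Ensembl gene with featureCounts, and the deposited values are raw counts, whole numbers without normalization. The versions of these tools, the strand setting and the annotation release are not given in the sources used here. Reads shared between near-identical genes, and genes on opposite strands, could therefore not be told apart, and only gene symbols held by a single identifier were used for named genes. The type of each ET library was taken from Fig 1A and from the labels of the DNA samples of the same animals, since the titles of the ET RNA samples end in the letter L. The genome sequencing files were not used here.

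Total counts were between 21573180 and 33437996 per library, and without HBB between 15329853 (ET 276) and 27209691 (ET 235). Between 14858 and 16809 genes had at least 1 count in a library, and the TMM factor was lowest in ET 276 (0.431). Intervals of shares of counts are 95% Wilson intervals and cover counting error only.

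Genes were kept by filterByExpr of edgeR on the types (minimum count 10, minimum total count 15), which left 12953 of 25880 genes, 10722 of them with a symbol. Counts were normalized by TMM and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, two-sided, without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The median log2 fold change of all tested genes was −0.04, and it stayed within 0.1 of 0 with each tool, scaling, filter and left-out library chosen beforehand. Principal components and the share of variance between the types were computed on log2 CPM (prior count 2) of the 500 most variable genes, and the share was tested by an exact permutation test over 35 splits.

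By the rule set for naming, the named genes are the 7 genes of Table 1 and the other genes of the S2 File, whose values in the paper's tables had been seen when the rule was written, and up to 4 measured members of each gene list with the smallest p in each direction. The 10 called genes with the largest and the 10 with the smallest log2 fold change would also have been named, but edgeR called none, against 2574 genes at an unadjusted p under 0.05, 676 called by DESeq2 and 1822 by limma voom. Some genes were named outside this rule, among them NUP155, SOD3, CC2D2A, CYB561, PHF21B, ALDOA and XK. So were RHCE, CA1, CA2, ALAS2, IL1R2 and DGAT2, which were named with their loadings on the first component. The 21 gene lists were cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, Toll-like receptor and NF-kappa B signaling, TNF signaling, cytokine and chemokine receptors, phagocytosis and NADPH oxidase, MHC class I and MHC class II antigen presentation, interferon-stimulated genes, autophagy, erythroid cells, neutrophils, monocytes, T cells, B cells, natural killer and cytotoxic cells, platelets, eosinophils and basophils, mitochondrially encoded genes, immediate early and heat shock genes, and cell cycle. They were tested two-sided with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the 21 lists, and again with an estimated correlation. In all, 12 lists passed with the preset and 0 with the estimated correlation.

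The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, RLE size factors in edgeR, library sizes without the 10 most abundant genes, no filter (19029 genes), a filter of at least 10 counts in every library (11347 genes), 1 surrogate variable from sva 3.50.0, a prior count of 0.5, all genes in the principal components, an estimated correlation, a fold change of 1.5, and each library left out in turn. Added after the data had been seen were the likelihood ratio, exact and robust tests of edgeR, and DESeq2 with 1 or 2 surrogate variables, with a term for the sequencing folder of 3 ET libraries, which leaves ET 242 alone to stand for ET, for ET 242 or for ET 276, and without each library in turn. The rules that decide the tests of explanations were also changed after first values had been seen, by adding the spread of the values, by dropping 2 explanations whose test could show nothing, by changing the rule for the XP-EHH genes with limma voom, and by setting aside the splits for the XP-EHH odds ratio and for the edgeR calls as void. HBB was left out of the test for libraries far from the others in CPM, because its value in ET 276 exceeds the scale of CPM after TMM.

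The procedure was tested on simulated counts for 4 L against 4 ET libraries with 200 changed genes (seed 11). Of genes changed by a fold of 1.5, 2 and 4, edgeR recovered 1.49%, 32.8% and 95.5%, DESeq2 10.4%, 67.2% and 98.5%, and limma voom 0%, 29.9% and 92.4%. Of the unchanged genes, edgeR called 7, DESeq2 37 and limma voom 6. These rates hold for the simulated counts only. In the real counts edgeR called 0 genes, although NUP155 had a log2 fold change of 2.01. The rates therefore do not show which changes would have been found in the real counts.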

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

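The 3 tests of the erythroid pattern were chosen after the result was seen, and the tests of the other patterns before, although the spread was added to their rules afterwards.

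In 7 of 122 groups of 4 libraries (5.74%), 1 library lay far from the other 3, which chance gives in about 1 of 20 groups. L 384 had an HBB share of 9.91% against 2.10% to 2.75% in the other L libraries. Its 10 most abundant genes took 17.3% of the counts, against 8.04% to 9.54%. L 355 had a mean of 8.21 log2 CPM over the genes of phagocytosis and the NADPH oxidase, against 7.90 to 7.94 in the other L libraries. ET 276 had a mean of 8.23 over the interferon-stimulated genes, against 5.97 to 6.22 in the other ET libraries. RXRA, a nuclear receptor for retinoids, had 407 CPM in L 355 and 277 to 286 in the other L libraries. MAPRE2, a microtubule-binding protein, had 218 in L 385 and 137 to 145 in the others. DNAH9 had 4.90 in L 355 and 1.26 to 1.84 in the others.

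Erythroid genes had a median log2 fold change of −2.50, with higher values in ET. Haemoglobin transcripts alone are argued against, since the 28 other members had a median of −2.34 and 25 of them were lower in L. Without ET 276 the median was still −1.16 with a spread of 0.39. These values together do not clear the bound of −1 that was set, so that ET 276 as the cause, in whole or in part, stays open. Sequencing batch stays open too, because the columns of the L libraries name no sequencing folder and 0 folders are known to hold both types. Real differences in red cells or their precursors between L and ET blood may account for the pattern too, but cell counts were not analysed here.

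Ribosomal protein genes and oxidative phosphorylation genes had medians of −0.77 and −0.54. For the ribosomal genes, ET 276 alone is argued against, as the median without it was −0.62 (spread 0.17), and for oxidative phosphorylation, where it was −0.39 (spread 0.15), it stays open. Gene length stays open for both. Other genes of like transcript length had a median of −0.32 for the ribosomal genes, 0.41 of the list's own median. With the spread, this ratio ran from 0.29 to 0.55, so that length may account for a part. For oxidative phosphorylation the median was −0.25, from only 66.1% of the members with a length, so that its test is void. RNA of red cells may contribute, because with the erythroid mean as a covariate the differences were −0.50 (standard error 0.25) against −0.71 without it, and −0.26 (standard error 0.23) against −0.50. A difference between the types in the cells of the blood was not tested.

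Interferon-stimulated genes had a median log2 fold change of 0.69. A single library may decide it, because the median fell to 0.36 without L 355, where the spread was 0.54, so this stays open. The other tests of the pattern are the splits of the libraries, where 12 of 35 gave a median as large, so that chance cannot be excluded (0.69 against 1.36 in the highest other split). An infection or vaccination of single animals was not tested.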

How the results depend on the processing

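The edgeR tests other than the quasi-likelihood test and the DESeq2 fits with extra terms or without 1 library were chosen after the result was seen. No paired analysis was possible because L and ET libraries come from different animals that share no number. Limma voom did not weigh the libraries evenly, with 3.72 for ET 326 and 0.344 to 0.510 for the other ET libraries.

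With edgeR, 0 genes passed under RLE size factors, library sizes without 10 genes, the stricter filter and 1 surrogate variable, as with the main settings, where 2574 genes had an unadjusted p under 0.05. Genes higher and lower in L were 398 and 278 with DESeq2, 836 and 986 with limma voom, 4 and 1 with no filter, 232 and 211 with the likelihood ratio test, 232 and 202 with the exact test, 463 and 209 with DESeq2 and 1 surrogate variable, 733 and 371 with 2, 18 and 19 with the folder term, which leaves ET 242 as the only ET library against L, 1076 and 772 with a term for ET 242, and 392 and 164 with one for ET 276. Leaving out 1 library gave 0 higher and 0 to 1 lower (CYB561 without ET 326) in edgeR, and in DESeq2 115 higher and 70 lower without L 355, 286 and 159 without L 377, 259 and 171 without L 384, 109 and 47 without L 385, 365 and 405 without ET 235, 1107 and 773 without ET 242, 420 and 190 without ET 276 and 218 and 139 without ET 326. At a log2 fold change of 1.5 there were 64 and 88 with DESeq2, 108 and 99 with limma voom and 4 and 1 with no filter. Of the 35 common genes, DESeq2 called 19, limma voom 24, the likelihood ratio and exact tests 14 each, DESeq2 with 1 surrogate variable 14, with 2 17, with the folder term 0, with a term for ET 242 33, with one for ET 276 12, and DESeq2 without 1 library, in the same order, 4, 16, 13, 5, 15, 33, 12 and 8. Called XP-EHH genes were 45 with DESeq2 and 89 with limma voom, against 0. The share of variance between the types was 25.2% to 33.6% without 1 library.

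All 12 gene list calls were lost with an estimated correlation (0 called): the medians stayed at −0.77, −0.54 and 0.16 (adjusted p = 0.478) for ribosomal proteins, oxidative phosphorylation and Toll-like receptors and at 0.29 and 0.30 (adjusted p = 0.310) for TNF and cytokine receptors. Without 1 library, 10 to 17 lists were called, and the medians ran from −0.86 to −0.62, −0.63 to −0.39, 0.066 to 0.26, 0.16 to 0.32 and 0.25 to 0.35 in that order. The Toll-like receptor list also lost its call with limma voom (0.10) and 1 surrogate variable (0.086), with adjusted p from 0.00739 to 0.478 over its alternatives. MHC class I genes passed with limma voom (0.31) and 1 surrogate variable (0.30), and ran from −0.021 (without ET 326) to 0.21 without 1 library. Directions reversed for T cells with limma voom (0.013) and without ET 235 (0.067, where the range without 1 library starts at −0.33), for B cells without L 355 (0.053), ET 235 (0.01) and ET 242 (0.0057), with a range from −0.20, for natural killer cells with 1 surrogate variable (0.035), for platelets without L 355 (−0.01), L 384 (−0.02), ET 242 (−0.042) and ET 326 (−0.04), with a range up to 0.28, and for PPFIBP2 with 1 surrogate variable (−0.0050). The cause was not tested. Over all gene lists, 284 values stayed on their side of the test, 22 gained a call and 19 lost one, and over all named genes 1625 stayed and 151 gained a call. Depth limits GABBR2, HTR4, DNAH9 and AIF1L, with raw counts of 4 to 136 per library.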

Differences from the paper's values

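The tests with the likelihood ratio and exact tests of edgeR and with extra terms or fewer libraries in DESeq2 were chosen after the result was seen.

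The S1 File of the paper holds 676 differentially expressed genes at an adjusted p of at most 0.05, against 0 from edgeR, with 2574 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 676, and limma voom (1822), no filter (5), the fit without ET 326 (1) and the other edgeR settings (0 each) differ from the paper's count. DESeq2 with 1 surrogate variable (672), with a term for ET 276 (556), without ET 235 (770) or without ET 276 (610), all chosen after seeing the values, come within 1.5 times of it, and they drop 21, 23, 20 and 23 of the paper's 35 common genes. The Venn diagram shows a total of about 1400 differentially expressed genes (Fig. 1D, read by eye). Limma voom (1822) comes within 1.5 times of that total among the fits chosen beforehand, while DESeq2 (676) and all edgeR settings do not. DESeq2 with 2 surrogate variables (1104, dropping 18 of the 35), with a term for ET 242 (1848, dropping 2) or without ET 242 (1880, dropping 2), chosen after seeing the values, also do.

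The paper's number of common genes is 35, against 0 called by edgeR over all genes tested, where 29 had an unadjusted p under 0.05. Of the fits chosen beforehand, limma voom called 24 and comes within 1.5 times, and DESeq2 (19) and the edgeR settings (0 each) do not. DESeq2 without ET 242 and DESeq2 with a term for ET 242, both chosen after seeing the values, called 33 and dropped 2. The log2 fold changes of all 35 genes had the direction that the paper gives.

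Table 1 of the paper names 7 differentially expressed genes, against 0 called by edgeR. The calls counted here rest on adjusted p alone, while the paper also set a limit of log2 fold change for these 7. DESeq2 called 5 (DNAH9, GABBR2, HBB, HECW1 and HTR4) and comes within 1.5 times, while limma voom called 4 (AIF1L, GRTP1, HBB and HECW1) and the edgeR settings 0. All 7 were called by DESeq2 without ET 242 and with a term for ET 242, which were chosen after seeing the values and drop 2 of the 35 common genes, while DESeq2 with the folder term, also chosen after seeing the values, called 0 of the 7 and dropped all 35, but it sets L against ET 242 alone and so does not test a batch. The likelihood ratio and exact tests of edgeR and DESeq2 without L 384, chosen after seeing the values, called the same 5 genes as DESeq2 and drop 21, 21 and 22 of the 35. The paper lists AIF1L and GRTP1 above its limit of log2 fold change, where edgeR gave 1.42 (standard error 0.71) and 1.14 (standard error 0.48). For HBB the paper's text states a fold of the size that Table 1 gives on the log2 scale, and the value on that scale was −3.35 here. Of the 35 log2 fold changes of the S2 File, 1 lay within 0.001 of DESeq2 on all 8 libraries, and the largest difference was 0.38 (AIF1L).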

Other observations

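The tests of XP-EHH genes with limma voom and of the splits for the edgeR calls were chosen after the result was seen, and the other tests of gene lists, splits and XP-EHH genes before.

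Most genes of red cells had lower values in L. The 32 erythroid genes measured had a median log2 fold change of −2.50 (camera adjusted p = 1.95e-10 in limma, adjusted p = 0.478 with an estimated correlation), and adjusted over the list alone 2 were higher and 25 lower. HBM had 211 ± 112 CPM (SD, n = 4) in L and 2185 ± 2335 in ET, and AHSP 85.5 ± 66.3 in L and 1328 ± 1575 in ET, with the highest values in ET 276 (5664 and 3677). The median of the list was −1.16 without ET 276 and −0.63 with 1 surrogate variable. ANK1, which anchors the membrane skeleton, had 51.0 ± 13.4 CPM in L and 22.0 ± 6.01 in ET, with a log2 fold change of 1.21, and NFE2, a transcription factor of red cells and platelets, of 0.82, and these 2 passed over the list alone, while XK, a membrane transporter, was at 0.25. The count of 25 became 7 without L 355, 2 without L 377 or L 385, 5 without ET 276 and 0 with 1 surrogate variable, and edgeR called 0 over all genes tested, against 25 lower and 2 higher at an unadjusted p under 0.05 and 11 lower and 1 higher in DESeq2. Genes of natural killer and cytotoxic cells had a median of −0.67 over 24 genes (camera adjusted p = 0.000297 in limma, adjusted p = 0.478 with an estimated correlation), with FASLG, the ligand of the death receptor FAS, at −1.17, and KLRK1, an activating receptor, at −1.67. Without ET 276, which had 231 CPM of KLRK1 against 28.9 to 50.4 in the other ET libraries, the median was −0.24, FASLG was at −0.77 and KLRK1 at −0.54, and the list had a median of −0.25 with limma voom and lost its call with 1 surrogate variable (0.035). Cell cycle genes had a median of −0.49 over 31 genes (camera adjusted p = 3.22e-05 in limma, adjusted p = 0.478 with an estimated correlation), among them TOP2A, which untangles DNA, at −0.76, and CCNB1, a cyclin of mitosis, at −0.94, and the median was −0.17 with limma voom and −0.19 with 1 surrogate variable. In these 2 lists 0 genes passed when adjusted over the list alone, against 7 and 9 lower without ET 242 and 4 and 8 lower with either DESeq2 or limma voom. At an unadjusted p under 0.05, 7 and 12 were lower, and DESeq2 called 3 and 0 lower.

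Neutrophil genes had a median of 0.49 over 25 genes (camera adjusted p = 0.00134 in limma, adjusted p = 0.478 with an estimated correlation), with LCN2, an iron-binding granule protein, at 1.14 and higher when adjusted over the list alone, while ARG1, an arginase of granulocytes, was at −3.16, and at −1.12 without ET 276, which had 2270 CPM against 119 to 258 in the other ET libraries. The call was lost without ET 235 (median 0.27), with limma voom (0.097) and with 1 surrogate variable (0.084), and the median was 0.15 without L 355, 0.24 without L 384 and 0.83 without ET 242. Over the list alone, 6 genes were higher and 1 lower without ET 242, 1 higher without L 384, 0 without any other library, 2 higher with DESeq2 or the stricter filter, 4 higher with limma voom and 1 lower with 1 surrogate variable. Mitochondrially encoded genes had a median of −0.54 over 13 genes (camera adjusted p = 0.000906 in limma, adjusted p = 0.478 with an estimated correlation), with ND4L and ND5, subunits of complex I, at −0.70 each, and 0 passed over the list alone, against 5 lower with DESeq2 and 8 with limma voom. In the immediate early and heat shock list ATF3, a stress-induced transcription factor, was at 0.93, EGR1 at 1.16 and HSPE1, a mitochondrial chaperonin, at −0.83, with a median of 0.13 over 31 genes (camera adjusted p = 0.0617 in limma). Adjusted over the list alone 4 were higher and 1 lower, against 1 higher without L 355 or ET 235, 2 without L 377 or L 385, and 7 higher and 2 lower without ET 242, and the list passed without L 377, L 385, ET 242 or ET 276 (medians of 0.12, 0.15, 0.28 and 0.16) and with no filter (0.14), while its median was 0.035 without ET 235, and 0 genes passed over the list alone with 1 surrogate variable. Autophagy genes had a median of 0.05 over 39 genes (camera adjusted p = 0.0917 in limma), with 2 higher over the list alone (AMBRA1 and ATG13), against 12 higher and 5 lower without ET 242, where the list passed (median 0.15), 1 higher without L 384, 0 without any other library, with the stricter filter or with 1 surrogate variable, 5 higher and 1 lower with DESeq2 and 8 higher and 4 lower with limma voom. The median was 0.019 without ET 235, 0.15 without ET 276 and 0.096 with 1 surrogate variable.

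The remaining lists did not pass camera's test in limma. Monocyte genes had a median of 0.29 over 17 genes (adjusted p = 0.0901) and passed without L 384 (0.32) and ET 276 (0.46), T cell genes −0.20 over 28 (0.0924), B cell genes −0.08 over 25 (0.476), platelet genes 0.03 over 22 (0.269), MHC class II genes −0.19 over 9 (0.299), and eosinophil and basophil genes −0.14 over 6 (0.310). T cell genes passed without L 377 (−0.24), L 384 (−0.25), ET 242 (−0.33), ET 276 (−0.15) and ET 326 (−0.29), and B cell genes without ET 276 (−0.20). With 1 surrogate variable B cell genes (−0.33), monocyte genes (0.34) and platelet genes (0.17) passed, as did platelet genes with limma voom (0.38) and monocyte genes with the stricter filter (0.34). Over all fits but the DESeq2 fits added later, the medians ran from 0.13 to 0.49 for monocytes, −0.33 to 0.067 for T cells, −0.33 to 0.053 for B cells, −0.042 to 0.38 for platelets, −0.26 to −0.053 for MHC class II and −0.42 to −0.047 for eosinophils and basophils. Adjusted over the list alone, FCER1A, a chain of the IgE receptor (log2 fold change of −1.64), was the 1 lower gene of the last list, and 0 genes passed in the other 5, against 3 higher and 1 lower among monocyte genes without ET 242, 1 higher without ET 276, 1 in each direction with DESeq2 and 2 higher and 3 lower with limma voom, and 6 higher and 1 lower among platelet genes with limma voom. Without L 355 the last list had 2 lower genes, without ET 235 1 higher and 1 lower, 0 without any other library or with 1 surrogate variable, and 1 higher and 2 lower with limma voom. Over all genes tested edgeR called 0 genes of these lists and of the neutrophil, mitochondrial, immediate early and autophagy lists. At an unadjusted p under 0.05, 3 neutrophil genes were higher and 1 lower, 2 mitochondrial genes lower, 8 immediate early genes higher and 2 lower, 6 autophagy genes higher and 5 lower, 3 monocyte genes higher and 2 lower, 5 T cell and 2 B cell genes lower, 1 platelet gene in each direction, and 2 of the last list lower. DESeq2 called 2 neutrophil genes higher, 4 immediate early genes higher and 1 lower, 2 autophagy genes higher and 1 lower, 1 monocyte gene higher, and 1 gene of the last list lower.

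Across the 35 splits of the 8 libraries into 4 and 4, the real split alone gave as much for the genes with an unadjusted p under 0.05 in edgeR (2574 against 2121 in the highest other split), the DESeq2 calls (676 against 133) and the limma voom calls (1822 against 2). Chance is argued against for each taken singly, without allowance for the 14 results tested in this way. To be first is the most that 35 splits can show, and the margin was narrowest for edgeR. The real split was also alone for the sizes of the medians of ribosomal proteins (0.77 against 0.68), oxidative phosphorylation (0.54 against 0.51), TNF signaling (0.29 against 0.27) and cytokine receptors (0.30 against 0.29), but the margins of the last 3 are small and none of these lists passed with an estimated correlation, so that chance stays open for them. For the edgeR calls (0 against 1) the splits decide nothing, since a count of 0 makes all 35 as large. Chance cannot be excluded for the number of gene lists called (12 against 15, 11 splits) and the medians of Toll-like receptors (0.16 against 0.23, 6 splits), phagocytosis (0.36 against 0.39, 2 splits) and erythroid genes (2.50 against 2.62, 2 splits).

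The XP-EHH sheet of the S1 File was set beside the calls of the blood RNA. Of 593 XP-EHH genes tested by edgeR and DESeq2, DESeq2 called 44 (7.42%, against 5.04% of other genes, an odds ratio of 1.51 with a 95% interval of 1.07 to 2.08, two-sided Fisher's exact test, p = 0.0134). A hypothesis is that genes under XP-EHH may differ in expression more often. Gene length alone is argued against if genes are taken as independent, since among genes with a known length 41 of 526 XP-EHH genes were called, and 10000 draws matched on length and expression held 24.3 on average (one-sided permutation p = 0.0010). XP-EHH genes were long (median 61498 against 28699 bases), but called genes were no longer than the others. Neither Fisher's test nor the draws allow for genes that lie side by side. PTPRJ, ATG13, AMBRA1 and PHF21A of the S2 File, all called by DESeq2, lie between 14548489 and 16544127 on chromosome 2. A few regions may therefore make both p-values too small. With limma voom the share was 14.9% against 14.0% (odds ratio of 1.07, 0.841 to 1.35, Fisher's exact test, p = 0.547), which leaves the hypothesis open, and edgeR called 0 XP-EHH genes. The splits of the libraries do not decide on chance, because the other splits had 0 to 133 DESeq2 calls against 676, so that their odds ratios (1.51 for the real split, 13.9 for the highest other, 14 of 35 as large) are not comparable.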
